# Functional Characterization of Transforming Growth Factor-β Signaling in Dasatinib Resistance and Pre-BCR^+^ Acute Lymphoblastic Leukemia

**DOI:** 10.3390/cancers15174328

**Published:** 2023-08-30

**Authors:** Gila Mostufi-Zadeh-Haghighi, Pia Veratti, Kyra Zodel, Gabriele Greve, Miguel Waterhouse, Robert Zeiser, Michael L. Cleary, Michael Lübbert, Jesús Duque-Afonso

**Keywords:** acute lymphoblastic leukemia, B-cell precursors, transforming growth factor-β signaling pathway, dasatinib, drug resistance

## Abstract

**Simple Summary:**

We focus on the characterization of the transforming growth factor-β (TGFβ) signaling pathway in B acute lymphoblastic leukemia (ALL) and in resistance to the multi-kinase inhibitor dasatinib in order to provide a better understanding of the molecular and functional mechanisms underlying leukemic transformation and the development of drug resistance. We provide evidence that TGFβ signaling is an important negative regulator of cell growth in B-cell precursor- ALL as well as in generated dasatinib-resistant ALL cells.

**Abstract:**

The multi-kinase inhibitor dasatinib has been implicated to be effective in pre-B-cell receptor (pre-BCR)-positive acute lymphoblastic leukemia (ALL) expressing the E2A-PBX1 fusion oncoprotein. The TGFβ signaling pathway is involved in a wide variety of cellular processes, including embryonic development and cell homeostasis, and it can have dual roles in cancer: suppressing tumor growth at early stages and mediating tumor progression at later stages. In this study, we identified the upregulation of the TGFβ signaling pathway in our previously generated human dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ ALL cells using global transcriptomic analysis. We confirm the upregulation of the TGFβ pathway member SMAD3 at the transcriptional and translational levels in dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ ALL cells. Hence, dasatinib blocks, at least partially, TGFβ-induced SMAD3 phosphorylation in several B-cell precursor (BCP) ALL cell lines as well as in dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ ALL cells. Activation of the TGFβ signaling pathway by TGF-β1 leads to growth inhibition by cell cycle arrest at the G0/G1 stage, increase in apoptosis and transcriptional changes of SMAD-targeted genes, e.g. c-MYC downregulation, in pre-BCR+/E2A-PBX1+ ALL cells. These results provide a better understanding about the role that the TGFβ signaling pathway plays in leukemogenesis of BCP-ALL as well as in secondary drug resistance to dasatinib.

## 1. Introduction

Acute lymphoblastic leukemia (ALL) represents the most common cancer in children and adolescents, accounting for 25% of all childhood malignancies, and derives in the majority of cases from B-cell precursors (BCP) [1]. Although five-year overall survival rates have increased to over 85% in the last 40 years through improved treatment regimens, relapse rates still range between 25 and 30% in certain risk groups [2,3,4,5]. Therefore, there is a clinical need for the development of novel treatment approaches. 

Several studies have suggested the multi-kinase inhibitor dasatinib—FDA-approved for treatment of chronic myeloid leukemia (CML) and Philadelphia (Ph) chromosome-positive ALL [6,7]—to be a promising targeted therapeutic agent in a distinct subtype of BCP-ALL, i.e., pre-B-cell receptor (pre-BCR)^+^/E2A-PBX1^+^ALL. Pre-BCR^+^ ALL occurs in 10–15% of BCP-ALL cases and is characterized by the expression of functional pre-BCR mediating survival during early B-cell development. Half of pre-BCR^+^ ALL cases are associated with the chromosomal translocation t(1;19) (q23;p13) coding for the oncogenic transcription factor E2A-PBX1 (TCF3-PBX1) [8,9,10,11,12,13,14,15]. However, the rapid development of drug resistance limiting the response to targeted therapies with small molecule inhibitors requires a deeper understanding of the underlying mechanisms in order to improve therapeutic efficacy and limit toxicity [16,17,18]. We previously generated a cell-culture based model of dasatinib resistance using the human pre-BCR^+^/E2A-PBX1^+^ ALL cell line RCH-ACV, which has been used to study mechanisms of resistance to targeted therapy in this genetic ALL subtype [12].

In the current study, transcriptomic analysis identified the transforming growth factor-β (TGFβ) signaling pathway to be significantly upregulated in dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ ALL cells, which was further investigated by functional characterization studies in pre-BCR^+^/E2A-PBX1^+^ as well as BCP-ALL cells. TGFβ signaling activity was found to be heterogeneous in BCP-ALL, which can be partially blocked by dasatinib. Moreover, we show that TGFβ signaling negatively regulated cell proliferation in BCP-ALL cell lines as well as in dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ RCH-ACV cells. 

## 2. Materials and Methods

### 2.1. Human Precursor B-ALL Cell Lines

Human pre-BCR^+^/E2A-PBX1^+^ ALL cell lines RCH-ACV (RRID: CVCL_1851) and 697 (RRID: CVCL_0079) and pre-BCR^−^/E2A-PBX1^−^ ALL cell lines REH (RRID: CVCL_1650), HAL-01 (RRID: CVCL_1242) and SEM (RRID: CVCL_0095) were obtained from DSMZ (Leibniz Institute, Braunschweig, Germany) and cultured in Gibco™ RPMI medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, 100 µg/mL streptomycin and 2 mM L-Glutamine. The SEM cell line was cultured in Gibco™ IMDM medium (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, 100 µg/mL streptomycin, 4 mM L-Glutamine and 25 mM HEPES. Dasatinib-resistant cell lines were generated and described previously [12]. Two independent dasatinib-resistant clones were generated in parallel after the incubation of the pre-BCR^+^/E2A-PBX1^+^ RCH-ACV cell line with increasing concentrations of dasatinib for at least 9 months. Global transcriptomic profiles were generated to study differences between both clones in previous studies [12]. All human cell lines have been authenticated using STR (or SNP) profiling within the last three years. All experiments were performed with mycoplasma-free cells. 

### 2.2. Gene Expression Analysis

RNA was prepared using a Nucleo Spin RNA-Kit (MACHERY-NAGEL, Düren, Germany). RNA was reverse transcribed to single-stranded cDNA with SuperScriptIII Reverse Transcriptase and oligo (dT)_20_ 50 µM (Thermo Fisher Scientific). Primer pairs for *GAPDH*, *SMAD3* and c*-MYC* were obtained from Apara-bioscience GmbH (Denzlingen, Germany), *p15Ink4b* from Sigma-Aldrich Inc. (St. Louis, MO, USA) and *p21Cip1* from Integrated DNA Technologies IDT, Inc. (Coralville, IA, USA). Primer sequences are listed in Supplementary Table S1. Gene expression was analyzed using the LightCycler^®^ 480 RT-qPCR and LightCycler^®^ 480 SYBR Green I Master (Roche, Basel, Switzerland). Relative quantification of gene expression was performed as indicated. RNA sequencing and gene set enrichment analysis of generated dasatinib-resistant cells were previously described [12]. (Gene Expression Omnibus—http://ncbi.nlm.nih.gov/geo accession number GSE97352, accessed on 3 April 2017.

### 2.3. Western Blot Analysis

Validation of SMAD3 protein expression was performed by Western blot analysis using the NuPAGE^®^ system (Thermo Fisher Scientific) according to manufacturer’s protocol. Whole-cell extract was prepared using a Nuclear Extract Kit (Active Motif, Carlsbad, CA, USA), and protein concentration was analyzed using the BCA Protein Assay Kit (Thermo Fisher Scientific). Protein lysates were subjected to denaturing SDS gel-electrophoresis using NuPAGE^®^ Novex^®^ Bis-Tris Pre-Cast Gels 4–12%, and protein transfer was performed on Immobilon-P PVDF membrane 0.45 µm (Millipore—Merck, Darmstadt, Germany). Membranes were incubated overnight at 4 °C with the following primary antibodies: anti-SMAD3 Rabbit Antibody (#2118S) and anti-GAPDH (14C10) rabbit monoclonal antibody (#2118S). Subsequently, membranes were incubated for 1 h at room temperature with secondary HRP-linked antibody against rabbit-IgG (#7074P2). Antibodies were obtained from Cell Signaling Technology Inc. (Danvers, MA, USA). Proteins were detected by enhanced chemoiluminescence using SuperSignal^®^ West Pico and Femto (Thermo Scientific) and an ECL CHEMOCAM IMAGER (INTAS Science Imaging Instruments GmbH, Göttingen, Germany). Protein quantification by densitometry was assessed using ImageJ64 Software 1.47v, Java 1.8.0_112 (64-bit) (NIH, Bethesda, MD, USA).

### 2.4. Phospho-Specific Intracellular Flow Cytometry Assay

Dasatinib-sensitive and -resistant preBCR^+^/E2A-PBX1^+^ RCH-ACV clones as well as BCP-ALL cell lines were seeded at 1 × 10^6^ cells/mL and incubated for 1 h at 37 °C and 5% CO_2_. Cells were treated with the vehicle (DMSO or H_2_O+BSA 0.1%), dasatinib or TGF-β1 alone and in combination at the indicated concentrations for 30 min, respectively. Cells were fixed with 1.5% formaldehyde for 10 min at room temperature and permeabilized with 1 mL ice-cold methanol for 20 min on ice [19]. 

Staining was conducted with BD Alexa Fluor^®^ 647 anti-SMAD2(pS465/pS467)/SMAD3(pS423/pS425) antibody (BD Biosciences, San Jose, CA, USA). Assessment of phosphorylation levels of SMAD2/3 proteins was performed on flow cytometry BD LSRFortessa™ using BD FACS DIVA Software, v9.0.1 (BD Biosciences). Data analysis was performed using Flow Jo Data Analysis Software, v10.8.1 (BD, Franklin Lakes, NJ, USA). Median Fluorescence Intensity (MFI) values of treated samples were normalized to vehicle-treated samples, with results shown as the mean of three independent experiments.

### 2.5. Cell Proliferation Assays

Cells were seeded at 2.5 × 10^5^ per mL of fresh medium supplemented with the compounds TGF-β1 (Pepro Tech Inc., Rocky Hill, NJ, USA) or dasatinib (Selleckchem, Houston, TX, USA), as indicated, for 6 or 12 days. Cell proliferation and viability was assessed every 3 days by trypan blue exclusion assay using Gibco™ Trypan Blue Stain (0.4%) (Thermo Fisher Scientific), cells were split to initial concentration, re-suspended in fresh medium and treated with the indicated concentrations. Data are expressed as cell proliferation relative to vehicle, calculated from accumulative data over the respective days of treatment.

### 2.6. Cell Cycle and Apoptosis Analysis

Dasatinib-sensitive and -resistant RCH-ACV clones were subjected to in vitro long-term drug treatment as described above. The concentration of TGF-β1 was optimized to detect an effect in cell cycle and apoptosis analysis. Cell proliferation was markedly reduced at concentrations of 0.5 and 1.0 ng/mL; however, correlating changes in cell cycle or apoptosis assays were detected at 5.0 and 10.0 ng/mL by flow cytometry. Further experiments were performed with TGF-β1 5.0 ng/mL. After 6 days of treatment, cell cycle and apoptosis/cell death were analyzed by flow cytometry on BD LSRFortessa™ using BD FACS DIVA Software, v9.0.1 (BD Biosciences). Following 1 h of BrdU incorporation, cell cycle was assessed using BD Pharmingen™ FITC BrdU Flow Kit (BD Biosciences); and apoptosis/cell death was detected using the BD Pharmingen™ FITC Annexin V Apoptosis Detection Kit I (BD Biosciences) according to manufacturer’s instructions. Data analysis was performed using Flow Jo Data Analysis Software, v10.8.1 (BD). 

### 2.7. Statistical Analysis

To analyze statistically significant differences between data sets, one-sample and unpaired two-tailed Student’s *t*-tests were performed, unless otherwise stated. Data represent the mean of three independent experiments, with error bars indicating ± standard deviation (SD). Differences between mean were considered significant at *p* < 0.05 (*); *p* < 0.01 (**); *p* < 0.001 (***); or not significant (n.s.). Statistical analysis was performed using GraphPad Prism 5.03 Software (San Diego, CA, USA).

## 3. Results

### 3.1. Upregulation of the TGFβ Signaling Pathway in Acquired Dasatinib Resistance

Using gene set enrichment analysis (GSEA) of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, we identified the TGFβ signaling pathway to be significantly enriched in the previously generated dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ RCH-ACV cell line (Figure 1a,b) [12]. 

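The data behind this enrichment are RNA-seq libraries of RCH-ACV, a human B-cell precursor ALL line that expresses the pre-BCR, the surface receptor of immature B cells. Both clones of the line were sampled as a dasatinib-sensitive subline kept in vehicle (0.1% DMSO) and as a dasatinib-resistant subline kept in dasatinib, an inhibitor of SRC and ABL family kinases, at up to 1 µM. Each of the 4 groups had 3 libraries, 12 in all, from RNA isolated at separate time points, so the p-values measure the spread between isolations of one subline. The submitters' processing notes name BWA, SAMtools, Picard, bedtools, FastQC, DESeq2 and the build hg19, with no role for each. The gene annotation, the counting program and the strand setting are not given in the sources used here. Values per library were not used here. The authors' deposited table of each clone holds, per gene, the mean normalized count over the 6 libraries of that clone, the log2 fold change of resistant over sensitive cells, its standard error, the Wald statistic and its p-value. The table of clone 1 lists 15612 genes whose mean normalized counts, as the authors deposited them, sum to 19108037, and that of clone 2 lists 16848 genes whose means sum to 24561485. These sums stand in for the depth, since the totals of single libraries are unknown. From these columns, adjusted p-values were recomputed over all genes of a table (Benjamini-Hochberg). The reason was that some deposited adjusted values look filled in by hand. These are the entries where p was stored as 0, for 2 genes in clone 1 and 18 in clone 2. Intervals (95%) were computed from the standard errors, and the clones were compared through the difference of their log2 fold changes with both standard errors combined. The deposited fold changes are drawn toward 0 where counts are low, so they understate the changes of weakly expressed genes. Resistant cells were sampled with the drug present and sensitive cells without it, so the comparison covers resistance and exposure together. The clones were sequenced as separate sets and their tables were normalized separately, and a difference between clones cannot be told apart from a difference between sets.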

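In both clones, resistant cells had higher transcript levels of a group of TGFβ superfamily ligands, receptors and effectors and lower levels of another part of the same pathway list. Of 86 genes of the KEGG TGFβ signaling list, written before the data were examined, 68 had values in clone 1 and 71 in clone 2. At an adjusted p under 0.05 from the authors' deposited Wald statistics, 18 were higher and 14 lower in resistant cells of clone 1 (19 and 14 when adjusted over the list alone). In clone 2, 21 were higher and 14 lower (21 and 14 when adjusted over the list alone). The 12 genes higher in both clones were the ligands BMP2, BMP8B, INHBE and TNF, the receptors BMPR1A and BMPR2, SMAD3, the BMP antagonist NOG, the BMP target ID3, the SMAD ubiquitin ligase SMURF1, THBS3 and the phosphatase subunit PPP2CB. Among the 8 genes lower in both clones were the RB family members RBL1 and RBL2, the E2F partner TFDP1, the transcription factor SP1, SMAD5, ROCK2 and PPP2CA. RBL2 lies on the long arm of chromosome 16, where most genes were lower in resistant cells, and PPP2CB on a part of chromosome 8 where most genes were higher in clone 2. TFDP1 had log2 fold changes of -0.19 (standard error 0.04) in clone 1 and -0.66 (standard error 0.04) in clone 2 in the authors' deposited tables, with adjusted p = 1.34e-04 and 5.08e-58. The median log2 fold change over the listed members was 0.04 in clone 1 and 0.07 in clone 2 in the authors' deposited tables. As a set, the members were not shifted against the other genes by limma's cameraPR on the Wald statistics (two-sided, preset inter-gene correlation of 0.01). Its p was 0.397 in clone 1, 0.250 in clone 2 and 0.244 for the statistics of both clones combined. Without the 5 members that the paper names (SMAD3, TGFB2, BMPR1A, BMP2 and BMP8B), p was 0.832, 0.976 and 0.910. The paper names these 5 as upregulated in the same libraries, and no lower members were left out. The choice by itself weakens an upward shift, so no conclusion on the other members is drawn from these p-values. An estimated inter-gene correlation needs values per library and was not computed. The result of GSEA with permuted genes, chosen after seeing the data, depended on the ranking. Ranked by log2 fold change, with p by permutation of genes, the normalized enrichment score was 1.18 in clone 1 (p = 0.207), 1.54 in clone 2 (p = 0.0125) and 1.62 for both clones (p = 0.0048). Ranked by the Wald statistic, with the same permutation, it was 1.06 (p = 0.344), 1.27 (p = 0.114) and 1.20 (p = 0.163). From its own GSEA of these libraries (Figure 1b), the paper concludes that the TGFβ signaling pathway is enriched in the resistant cell line.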

Gene expression analysis by RNA-seq revealed several members of the TGFβ superfamily to be upregulated in dasatinib-resistant RCH-ACV cells (Figure 1c,d), among which were the TGFβ subfamily members *TGFβ2* and *SMAD3* as well as different bone morphogenetic protein (BMP) subfamily members, such as *BMPR1A*, *BMP2* and *BMP8B*. 

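The 5 genes named here differed in how far their transcripts rose in each clone. BMPR1A, a type I BMP receptor, rose in both clones, with log2 fold changes of 1.89 (standard error 0.24) in clone 1 and 2.22 (standard error 0.30) in clone 2 in the authors' deposited tables (adjusted p = 1.48e-13 and 5.50e-13). Its mean normalized counts in those deposited tables were only 23.8 and 26.5, and its clones did not differ by a test of the difference (0.34, 95% interval -0.42 to 1.09, adjusted p = 0.601). BMP2, a BMP ligand with mean normalized counts of 511 and 858, had log2 fold changes of 0.25 (standard error 0.10, adjusted p = 0.0275) in clone 1 and 1.88 (standard error 0.08, adjusted p = 6.13e-129) in clone 2 in the authors' deposited tables. The difference between the clones for BMP2 was 1.63 (95% interval 1.38 to 1.87, adjusted p = 1.87e-37). TGFB2 encodes a TGFβ ligand and was close to the lower limit of the data, with mean normalized counts of 3.30 in clone 1 and 14.8 in clone 2 in the authors' deposited tables. It rose in clone 2, by 1.87 on the log2 scale (standard error 0.32, adjusted p = 3.08e-08), while clone 1 gave 0.12 (standard error 0.18, adjusted p = 0.649) in the authors' deposited tables. The difference between its clones was 1.74 (95% interval 1.03 to 2.46, adjusted p = 1.97e-05), but the counts in clone 1 are too few to judge a change there, so whether the clones differ for TGFB2 stays open. BMP8B, another BMP ligand, went the other way between clones, with 1.63 (standard error 0.16) in clone 1 and 0.68 (standard error 0.17) in clone 2 in the authors' deposited tables (adjusted p = 1.37e-23 and 1.54e-04, difference -0.95, adjusted p = 2.53e-04). BMP8B is closely similar to its paralog BMP8A, so its counts are uncertain where reads could not be assigned to either. BMP8A gave 0.67 (adjusted p = 3.79e-04) in clone 1 and 0.16 (adjusted p = 0.459) in clone 2 in the authors' deposited tables. SMAD3, which carries TGFβ signals to the nucleus, had log2 fold changes of 0.33 (standard error 0.06) and 1.37 (standard error 0.05) in the authors' deposited tables. Other members colored in Figure 1c moved by different amounts in the authors' deposited tables: THBS3 by 0.59 and 1.76, TNF by 0.91 and 1.40 and INHBE by 0.76 and 1.08 in clones 1 and 2, while NOG passed 1 in clone 1 and gave 0.69 in clone 2, each with an adjusted p of at most 0.0068. ID4, an inhibitor of differentiation, fell in clone 1 (-1.33, adjusted p = 3.81e-07), and its value in clone 2 was -0.63 (adjusted p = 0.0562) in the authors' deposited tables, at mean normalized counts of 24.4 and 24.9.

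**Figure D1:**
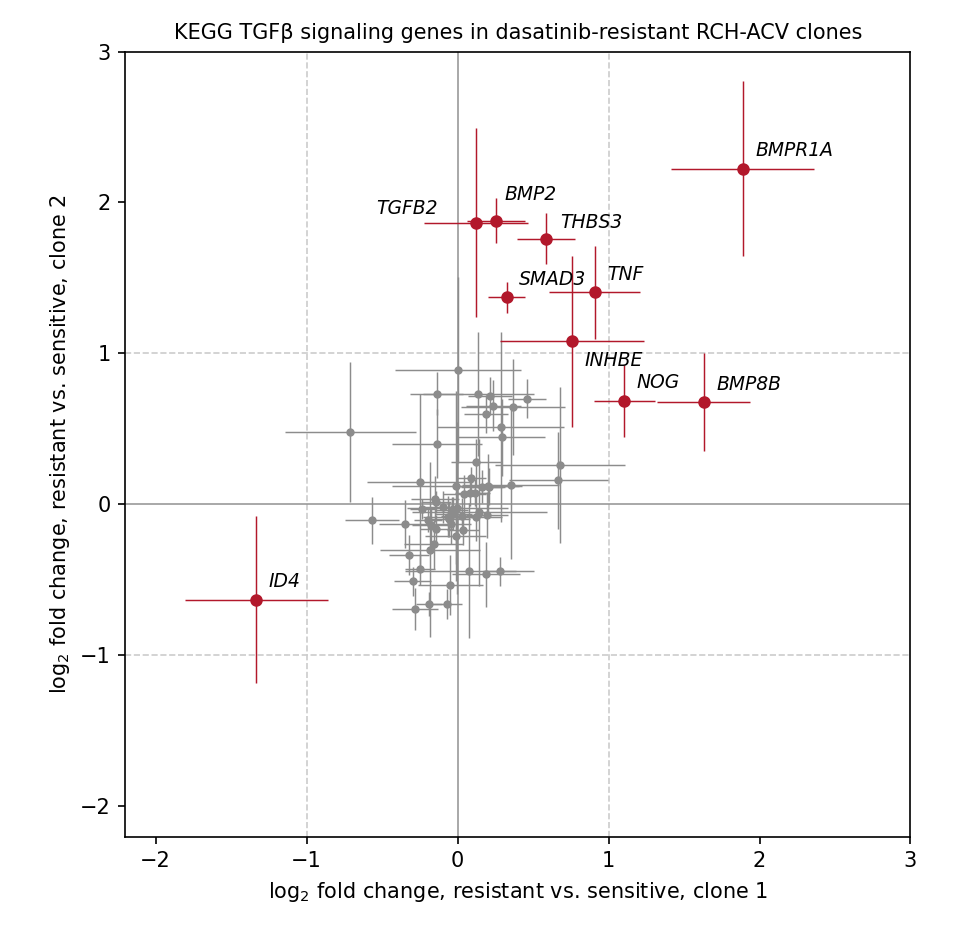
Log2 fold change of resistant over sensitive cells for the 68 KEGG TGFβ signaling genes listed in both of the authors' deposited tables, clone 1 on the x axis and clone 2 on the y axis, with bars for the 95% intervals computed from the standard errors. Red points mark the genes with an adjusted p under 0.05 and a change beyond 1 (dashed lines) in at least one clone; BMPR1A is past 1 in both clones, while BMP2, TGFB2, THBS3 and SMAD3 are past it in clone 2 and lie between 0.12 and 0.59 in clone 1.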

Although SMAD3 was initially identified to be upregulated in dasatinib-resistant RCH-ACV cells from clone 2 by RNA sequencing, validation experiments by RT-qPCR and Western blot confirmed significant upregulation in dasatinib-resistant RCH-ACV cells in both clones (Figure 1e,f). 

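SMAD3 transcripts were higher in resistant cells of both clones, and the increase was larger in clone 2. The 95% interval of its log2 fold change was 0.20 to 0.45 in clone 1 (adjusted p = 1.30e-06) and 1.27 to 1.48 in clone 2 (adjusted p = 1.28e-140), from the fold changes and standard errors of the authors' deposited tables. The log2 fold change of clone 2 exceeded that of clone 1 by 1.04 (95% interval 0.88 to 1.21, adjusted p = 4.03e-35 over 15582 genes). With mean normalized counts of 1365 and 2154 in the authors' deposited tables, SMAD3 lay well above the stricter minimum of 50 used for weakly expressed genes. The change in clone 1 passed the adjusted p but not the fold minimum of the legend of Figure 1c, a log2 fold change of 1. GAPDH, the housekeeping gene of the RT-qPCR, had log2 fold changes of 0.15 (standard error 0.04, adjusted p = 0.0016) in clone 1 and 0.11 (standard error 0.04, adjusted p = 0.0274) in clone 2 in the authors' deposited tables, and these did not differ between clones by test (-0.04, 95% interval -0.16 to 0.07, adjusted p = 0.685). SMAD2 and SMAD4, the partners of SMAD3 in TGFβ signaling, were picked after their values were seen. SMAD2 gave 0.03 (standard error 0.07, adjusted p = 0.802) and -0.08 (standard error 0.06, adjusted p = 0.328) and SMAD4 gave -0.10 (standard error 0.06, adjusted p = 0.231) and -0.02 (standard error 0.05, adjusted p = 0.846) in clones 1 and 2 in the authors' deposited tables.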

We also examined the mRNA levels of other TGFβ superfamily members found to be upregulated by RNAseq and confirmed higher expression of *BMP2* in dasatinib-resistant RCH-ACV clones (Figure S1). Both the TGFβ and BMP signaling pathways are involved in regulating a wide variety of different functions in adult tissues as well as during embryonic development [20,21]. The TGFβ/SMAD signaling pathway is a crucial regulator of proliferation in many different cell types and is also implicated in cancer [22]. We therefore continued further functional studies with SMAD3.

### 3.2. Dasatinib Partially Inhibits TGF-β1-Induced SMAD2/3 Phosphorylation in Pre-BCR^+^/E2A-PBX1^+^ ALL Cells

Phosphorylated SMAD proteins are central effectors of TGFβ signaling as they act both as signal transducers downstream of a hetero-tetrameric receptor complex, consisting of type I and II receptors, and as transcriptional regulators at the nuclear level [23,24]. To functionally understand the mechanism of action of dasatinib on TGFβ signaling activity in dasatinib-sensitive and -resistant RCH-ACV cells, we examined the phosphorylation state of SMAD2/3 proteins by intracytoplasmic flow cytometry following treatment with dasatinib and/or TGF-β1. SMAD2/3 phosphorylation was induced in a dose-dependent manner by TGF-β1 and partially inhibited by dasatinib in both dasatinib-sensitive and -resistant RCH-ACV cells (Figure 2). No difference in SMAD2/3 phosphorylation levels was observed when comparing dasatinib-sensitive and -resistant cells. In clone 2, a decreasing trend of SMAD2/3 phosphorylation by dasatinib was observed when a high amount of TGF-β1 was used (Figure 2). 

### 3.3. Heterogeneous TGFβ Signaling Activity and Effects in Human BCP-ALL Cell Lines

In order to validate our findings and to identify possible underlying molecular features, we used several BCP-ALL cell lines with different cytogenetic backgrounds for studying the effects of dasatinib and TGF-β1 on TGFβ signaling activity in BCP-ALL. According to our previous studies, the E2A-PBX1^+^ 697 cells were moderately sensitive to dasatinib (IC50 100 nM–1 μM). In contrast, the E2A-HLF^+^ HAL-01, the MLL-AF4^+^ SEM and the TEL-AML1^+^ REH cell lines were resistant to dasatinib (IC50 > 1 μM) [12]. Using intracytoplasmic flow cytometry analysis of SMAD2/3 protein phosphorylation in different BCP-ALL cell lines, we found heterogeneous phosphorylated SMAD2/3 levels at the basal state following dose-dependent stimulation with TGF-β1 as well as following inhibition by dasatinib, which varied from partial to lacking responsiveness (Figure 3a,b).

Intermediate basal phosphorylation states were observed in the pre-BCR^+^/E2A-PBX1^+^ cell lines 697, in both dasatinib-sensitive and -resistant RCH-ACV, and moreover in the pre-BCR^−^/E2A-PBX1^−^ REH cell line, which all displayed an intermediate increase in TGF-β1-induced phosphorylation levels, which could be partially blocked by dasatinib (Figure 3a,b). In contrast, the pre-BCR^−^/E2A-PBX1^−^ cell line HAL-01 presented the lowest basal SMAD2/3 phosphorylation level while being the most sensitive to stimulation by TGF-β1, whereas the SEM cell line exhibited the highest basal phosphorylation level while showing only a slight increase in SMAD2/3 protein phosphorylation levels in response to TGF-β1 (Figure 3a,b). However, TGF-β1-induced phosphorylation of SMAD2/3 proteins in both cell lines was not significantly inhibited by dasatinib.

To investigate the functional implication of TGF-β signaling in B-ALL leukemogenesis, the BCP-ALL cell lines were subjected to treatment with TGF-β1 at different concentrations. We found that cell proliferation of all examined human BCP-ALL cell lines was at least partially inhibited by TGF-β1 stimulation (Figure 4). Interestingly, the E2A translocated cell lines RCH-ACV and 697 (E2A-PBX1^+^, respectively) as well as HAL-01 (E2A-HLF^+^) showed the highest sensitivity to TGF-β1 growth inhibitory effects compared to SEM (MLL-AF4^+^) and REH (TEL-AML1^+^). Our results indicate that cell lines arising from BCP-ALL retain at least partial responsiveness to TGF-β1 growth-inhibitory effects (Figure 4).

### 3.4. Cell Proliferation of Dasatinib-Resistant RCH-ACV Cells Inhibited by TGF-β1

To evaluate the anti-proliferative effects of TGF-β1 in dasatinib-resistant RCH-ACV cells and to further understand the underlying mechanisms, we exposed dasatinib-sensitive and -resistant RCH-ACV cells to treatment with dasatinib or TGF-β1 with subsequent flow cytometry analysis of cell cycle and apoptosis. Interestingly, we found that treatment with TGF-β1 also resulted in inhibition of cell proliferation in both dasatinib-sensitive and -resistant RCH-ACV clones (Figure 5a, Figures S2 and S3a).

Hence, subsequent cell cycle and apoptosis analysis revealed similar TGF-β1-induced effects in both clones of dasatinib-sensitive and -resistant RCH-ACV cells (Figure 5b,c, Figures S3b,c and S4).

Cytostatic effects mediated by TGF-β1 have been linked to cell cycle arrest at the G0/G1 stage via transcriptional downregulation of the proto-oncogene c*-MYC* and induction of the cyclin-dependent kinase (CDK) inhibitors *p15Ink4b* (*CDKN2B*) and *p21Cip1* (*CDKN1A*) [25]. Target gene expression of genes involved in TGF-β1-induced cell cycle arrest was analyzed using RT-qPCR following treatment with TGF-β1 in dasatinib-sensitive and -resistant RCH-ACV cells. As expected, c*-MYC* expression was downregulated by TGF-β1 in dasatinib-resistant and -sensitive RCH-ACV clone 1 cells. Consistent with this, we observed TGF-β1-induced transcriptional activation of *p15Ink4b*. Unexpectedly, *p21Cip1* expression was downregulated following TGF-β1 treatment in dasatinib-sensitive but not in -resistant RCH-ACV cells (Figure 6). These data suggest *c-MYC* and *p15Ink4b* as possible drivers of the observed TGF-β1-induced cell growth arrest in pre-BCR+/E2A-PBX1+ ALL cells.

## 4. Discussion

In previous studies, we identified several enriched and depleted KEGG signaling pathways in a model of secondary dasatinib resistance in a distinct subtype of BCP-ALL, i.e., pre-BCR^+^/E2A-PBX1^+^, using gene ontology (GO) analysis [12]. In the present study, we employed a different approach using GSEA, identifying the TGFβ signaling pathway to be enriched by dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ ALL cells. Different members of the TGFβ and BMP subfamilies were found to be upregulated; however, knowing their role in cancer and cell proliferation regulation, we pursued further functional studies investigating the role of the TGFβ/SMAD signaling pathway in the preclinical model of dasatinib-resistance in pre-BCR^+^/E2A-PBX1^+^ ALL, as well as in several BCP-ALL cell lines with different cytogenetics. 

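Genes known to respond to TGFβ and SMAD signaling rose as a group in resistant cells of clone 2. Of 37 such genes, listed before the data were examined, 34 had values in clone 2, where 18 were higher and 1 was lower at an adjusted p under 0.05 (19 and 2 when adjusted over the list alone). In clone 1, 29 had values, of which 10 were higher and 6 lower (11 and 6 when adjusted over the list alone). The set test (limma's cameraPR, preset correlation) gave an adjusted p of 3.66e-07 over 26 lists in clone 2 and 0.0767 in clone 1. The same test on the difference between the clones gave 4.36e-05. The list is no measure of SMAD activity. The paper saw equal SMAD2/3 phosphorylation in sensitive and resistant cells, and partial inhibition of it by dasatinib, which the resistant cells were kept in. MAPK feedback genes were also higher in clone 2 by the set test (adjusted p = 2.54e-12). What raised the TGFβ and SMAD response genes was not tested. DACT1, a regulator of TGFβ and WNT signaling, had log2 fold changes of 1.56 (standard error 0.06) in clone 1 and 2.04 (standard error 0.06) in clone 2 in the authors' deposited tables (adjusted p = 1.16e-133 and 1.01e-229). CDKN1A, which encodes the CDK inhibitor p21Cip1, gave 0.64 (standard error 0.06, adjusted p = 5.61e-27) and 1.43 (standard error 0.05, adjusted p = 7.79e-198) in the authors' deposited tables. The paper's RT-qPCR found p21Cip1 lower after TGF-β1 in sensitive cells and not in resistant cells (Figure 6). The rise of CDKN1A therefore cannot by itself be read as a TGFβ response in these cells. LTBP3, a binding protein of latent TGFβ, gave 0.91 (standard error 0.09, adjusted p = 2.70e-22) and 1.24 (standard error 0.08, adjusted p = 7.69e-48) in the authors' deposited tables. BCL2L11, which encodes the apoptosis activator BIM, rose in clone 2 by 1.24 (standard error 0.06, adjusted p = 5.38e-101), against 0.14 (standard error 0.06, adjusted p = 0.0703) in clone 1 in the authors' deposited tables. The following genes were picked after their values were seen. SKI and PMEPA1, feedback inhibitors of SMAD signaling, fell in clone 1 (-0.53 and -0.43, adjusted p = 9.66e-07 and 3.83e-05) and rose in clone 2 (0.84 and 0.60, adjusted p = 1.39e-22 and 1.95e-12) in the authors' deposited tables. The related gene SKIL did not turn and was higher in both clones, at 0.59 (standard error 0.09) and 0.71 (standard error 0.08) in the authors' deposited tables. LTBP2 was lower in both clones, at -1.02 (standard error 0.15) and -0.42 (standard error 0.11) in the authors' deposited tables. SMAD7 gave -0.71 (standard error 0.22) in clone 1 and 0.48 (standard error 0.24) in clone 2 in the authors' deposited tables. TGFB1, the ligand used in the paper's stimulation experiments, rose in clone 2 (0.73, standard error 0.07, adjusted p = 4.84e-23) and gave -0.14 (standard error 0.09, adjusted p = 0.244) in clone 1 in the authors' deposited tables. The TGFβ receptors did not pass the test in either clone, with TGFBR1 at -0.06 and -0.08 (adjusted p = 0.641 and 0.368) and TGFBR2 at -0.04 and -0.04 (adjusted p = 0.678 and 0.545) in the authors' deposited tables. Among the BMP branch, the receptor BMPR2 rose by 0.24 (adjusted p = 0.0323) and 0.65 (adjusted p = 3.17e-13) and the target ID3 by 0.46 (adjusted p = 1.17e-11) and 0.70 (adjusted p = 2.85e-24) in clones 1 and 2, whereas ID1 was listed at mean normalized counts of 2.57 and 2.09 in the authors' deposited tables, too few to judge.

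**Figure D2:**
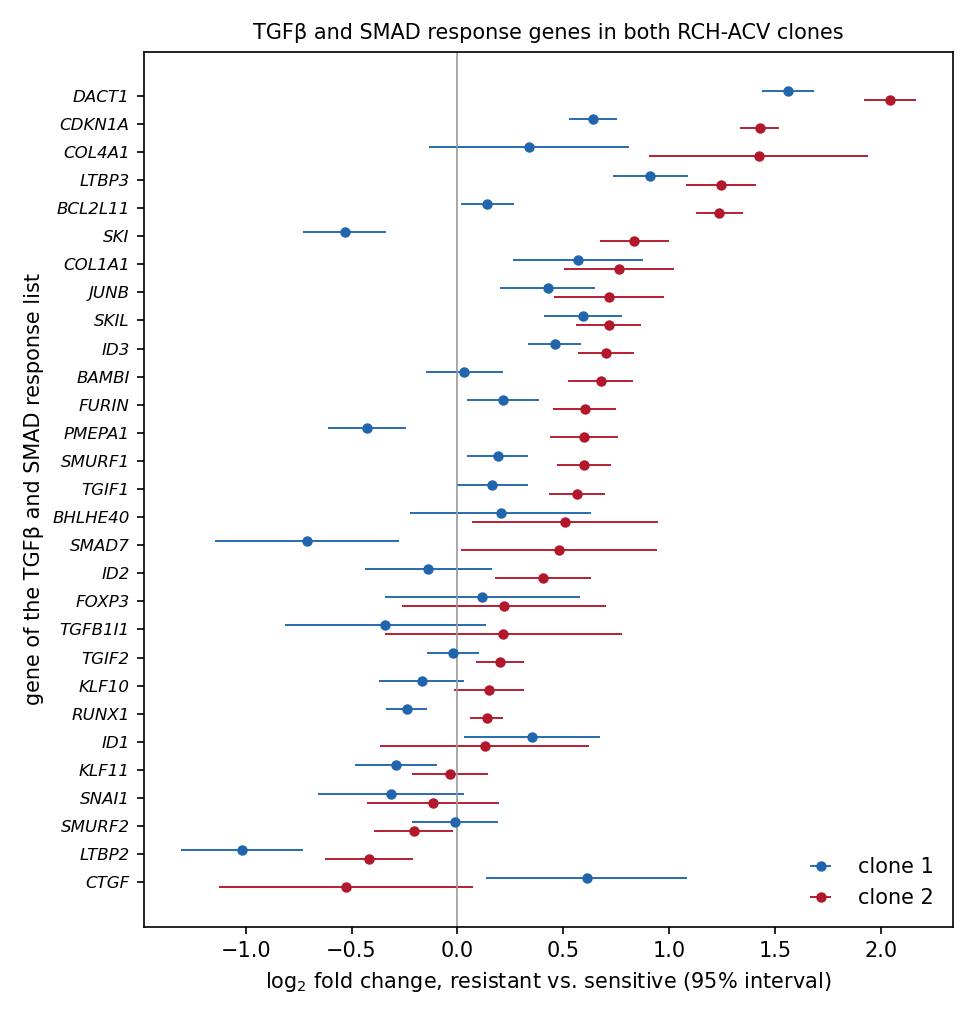
Log2 fold change of resistant over sensitive cells with its 95% interval for the 29 TGFβ and SMAD response genes listed in both of the authors' deposited tables, sorted by the value in clone 2 (red) with clone 1 in blue. DACT1 is highest in both clones at 1.56 and 2.04, and SKI lies on opposite sides of 0 at -0.53 and 0.84.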

We cannot exclude the involvement of BMP signaling in contributing to the resistant phenotype of RCH-ACV cells to dasatinib, which requires additional investigation in future research.

### 4.1. Heterogeneous TGFβ Signaling Activity and TGF-β1-Induced Growth Inhibition Imply Functionally Distinct BCP-ALL Subsets

Our functional studies involving SMAD2/3 phosphorylation analysis and cell proliferation assays suggest that the examined BCP-ALL cell lines retain at least partial responsiveness to TGF-β1 cytostatic effects. However, they exhibit heterogeneous basal as well as TGF-β1-induced SMAD2/3 phosphorylation levels, which might have an impact on the TGF-β1-mediated anti-proliferative response. Among the examined cell lines, E2A-HLF^+^ HAL-01 cells showed the highest sensitivity to TGF-β1 in terms of induction of SMAD2/3 phosphorylation as well as cytostatic effects. In contrast, the MLL-AF4^+^ SEM cell line presented the lowest increase in SMAD2/3 phosphorylation levels following stimulation with TGF-β1. Moreover, they were the least sensitive to TGF-β1 anti-proliferative effects. Conversely, the pre-BCR^+^/E2A-PBX1^+^ cell lines RCH-ACV and 697 as well as the TEL-AML1^+^ REH cells displayed significant responsiveness to growth-inhibitory effects mediated by TGF-β1. Buske et al. reported high inter-individual heterogeneity in anti-proliferative effects within primary blasts from patients with common B-cell ALL treated in vitro with TGF-β1; however differences in cytogenetic background or possible underlying molecular features were not addressed in the study [26]. 

As previously described [12], dasatinib-resistant RCH-ACV cell clones grow much slower than dasatinib-sensitive clones (Figure 1a.). We hypothesize that the upregulation of the TGFβ signaling pathway might be implicated in the lower proliferation rate of dasatinib-resistant pre-BCR^+^/E2A-PBX1^+^ ALL cells, retaining its growth-inhibitory function. This is supported by a proliferation decrease observed after the treatment with TGF-β1 in several B-ALL cell lines with different karyotypes, including the TEL-AML1^+^ REH ALL cell line. In contrast, Ford et al. described previously that TGF-β1 did not further reduce cell proliferation of the murine pro-B cell line, Ba/F3, transduced with TEL-AML1 [27]. Neither dasatinib-sensitive nor -resistant pre-BCR^+^/E2A-PBX1^+^ RCH-ACV ALL cell lines show growth difference in response to TGF-β1. BCP-ALLs respond heterogeneously to TGF-β1, as shown by cell proliferation assays and pSMAD2/3 phosphorylation studies. The mechanisms that determine differences in growth inhibition in dasatinib-sensitive or -resistant cell lines and in BCP-ALL with different karyotypes in response to TGF-β1 were not systematically investigated in the study. Further studies are needed to elucidate the role of the TGFβ signaling pathway in dasatinib resistance.

### 4.2. Dasatinib Blocks TGF-β1-Induced SMAD2/3 Phosphorylation by Interacting with TGFβ Type I Receptors

We showed that signaling activation via phosphorylation of SMAD2/3 proteins in response to TGF-β1 is blocked in a heterogeneous manner by dasatinib in different BCP-ALL cell lines, as well as in the dasatinib-resistant RCH-ACV cells, and that inhibition of SMAD2/3 phosphorylation does not correlate with sensitivity to dasatinib [12]. Dasatinib was developed to interact mainly with the ABL and SRC families of tyrosine kinases, thus blocking intracellular signaling transduction in Ph^+^ CML and ALL [28,29]. Indeed, a study using drug affinity chromatography revealed that dasatinib targets more than 40 different kinases, among which were the TβRI, which present serine/threonine kinase activity [30], which was confirmed by further investigation using docking studies showing that dasatinib was able to bind the TβRI [31]; however, contradictory findings regarding its effect on SMAD protein activation have been previously reported, in which dasatinib inhibited TGF-β1-induced SMAD2/3 phosphorylation in pancreatic adenocarcinoma cells while inducing phosphorylation of SMAD3 after combined treatment with TGF-β1 and dasatinib in lung cancer cells [31,32]. Our studies provide further insight into the underlying features of inhibition of SMAD2/3 phosphorylation by dasatinib, which is dependent on the cell type and the basal phosphorylation state of the cell as well as on the TGF-β1-induced SMAD2/3 phosphorylation level. The functional implication of combined treatment with dasatinib and TGFβ in ALL cell lines should be investigated in future studies.

### 4.3. Differential Mechanisms Underlying TGF-β1 Growth-Inhibitory Effects in Dasatinib-Sensitive and -Resistant RCH-ACV Cells

Cell cycle analysis by flow cytometry revealed growth inhibition by TGF-β1 via induction of G0/G1 cell cycle arrest and increase in apoptotic subG0 cell fraction. However, target gene expression studies showed downmodulation of c*-MYC* and upregulation of the CDK inhibitor *p15Ink4b* in both dasatinib-sensitive and -resistant RCH-ACV cells. Inhibition of cell proliferation mediated by TGF-β1 has been mainly related to cell cycle arrest at the G0/G1 stage, whereas mechanisms regulating programmed cell death in response to TGF-β1 remain largely unknown [25]. Differential kinetics in the regulation of TGFβ signaling activity as well as of target gene expression have been previously described [20,22,33,34]. Moreover, TGFβ transcriptional programs and resulting biological functions are highly cell-type- and context-dependent, which might become impaired in malignant cells by aberrant or failed expression as well as loss of expression of TGFβ target genes and transcriptional co-factors involved in cell cycle regulation [20,22,25]. Furthermore, we cannot exclude the involvement of other signaling pathways counteracting the regulation of target gene expression and induction of cell cycle arrest by TGF-β1. Pre-BCR^+^/E2A-PBX1^+^ ALL cells are dependent on hyperactivated PI3K/AKT signaling [8,9,35,36], which is a well-known opponent of TGFβ-mediated cell-cycle arrest by phosphorylating and inhibiting FOXO transcription factors, thus preventing their nuclear translocation and cooperation with SMAD transcription factors in the transcriptional activation of *p15Ink4b* and *p21Cip1* [36,37,38]. Therefore, we hypothesize that inhibition of the PI3K/AKT pathway in pre-BCR^+^/E2A-PBX1^+^ ALL cells might have additive effects to antiproliferation mediated by TGF-β1. Future studies highlighting the complex web of interactions between TGFβ and other signaling pathways are needed to gain further insight into these questions.

In addition, cellular senescence and autophagy as alternative mechanisms of inhibiting cell proliferation have been suggested to be induced by TGFβ signaling, but these have not been investigated in this study [39].

## 5. Conclusions

In this study, we show that TGFβ signaling plays an important role in the negative regulation of cell proliferation in BCP-ALL cell lines as well as in dasatinib-resistant E2A-PBX1^+^ RCH-ACV cells. Although dasatinib shows promising early preclinical effects for the treatment of pre-BCR^+^/E2A-PBX1^+^ ALL, its ability to target a broad spectrum of different kinases might contribute to the onset of secondary drug resistance. For almost two decades, the TGFβ signaling pathway has not been in the spotlight of hematological cancer research, and approaches to target this pathway in various diseases remain challenging. Therefore, further characterization of the complex regulatory actions by which TGFβ signaling mediates its functions during normal lymphopoiesis and in its malignant counterparts should be the focus of future research in order to improve our understanding of this signaling pathway, as well as to develop novel treatment approaches in BCP-ALL. 

## Figures and Tables

**Figure 1:**
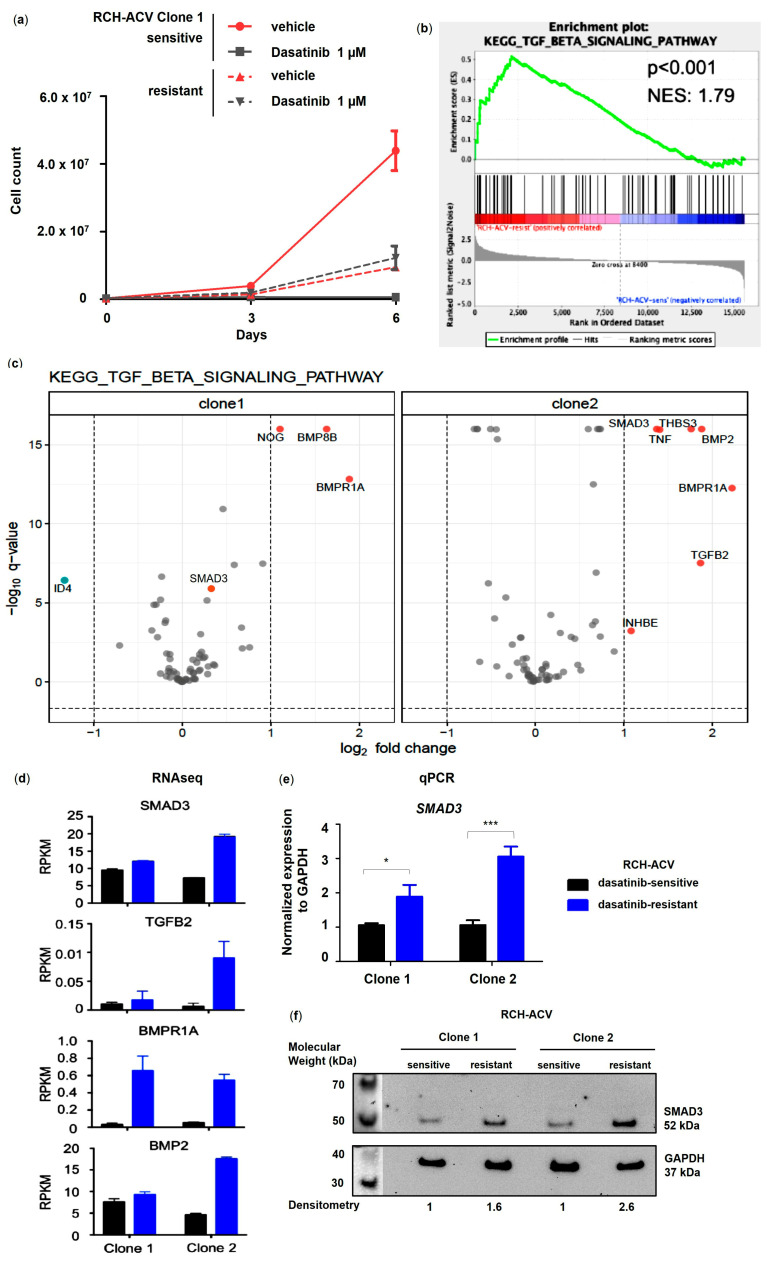
TGFβ pathway member SMAD3 is significantly upregulated in dasatinib-resistant E2A-PBX1^+^ ALL cells. (**a**) Long-term treatment in dasatinib-sensitive and -resistant RCH-ACV cell line after 6 days of treatment with vehicle or dasatinib. Cell number was assessed every 3 days by trypan blue exclusion assay. Cell proliferation is shown for RCH-ACV clone 1 as accumulative data and represents mean of three replicate experiments, with error bars indicating ± SD. (**b**) GSEA plot shows enrichment of TGFβ signaling pathway in dasatinib-resistant cells. (**c**) Volcano plots for differentially expressed genes (DEGs) in KEGG TGFβ signaling pathway for dasatinib-resistant compared to sensitive RCH-ACV clones. Red dots indicate upregulated genes; blue dots indicate downregulated genes. Q-values < 0.05 and log_2_ fold change <−1 and >1 were considered statistically significant. Expression data were visualized using R software, Version 4.0.3 (**d**) Reads per kilobase of transcript per million mapped reads (RPKM) values of selected genes involved in the TGFβ signaling pathway and upregulated in dasatinib-resistant RCH-ACV clones. Bar denotes mean and error bars, SEM (n = 3). (**e**) Gene expression of TGFβ pathway member *SMAD3* was validated using RT-qPCR. *GAPDH* was used as housekeeping gene. Expression of target gene is displayed as normalized to housekeeping gene mean concentration. Data are shown as mean of three replicate experiments, with error bars indicating ± SD. Statistical analysis by Student’s *t*-test (*: *p* < 0.05; ***: *p* < 0.001). (**f**) Western Blot analysis (representative of two independent experiments) shows upregulated protein levels in dasatinib-resistant RCH-ACV cells. Densitometry values were calculated using ImageJ software. Protein levels were normalized to GAPDH and expressed as fold change relative to dasatinib-sensitive RCH-ACV clone 1. Original western blots are presented in File S1.

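At these thresholds, few genes of the KEGG TGFβ signaling list passed in each clone. In clone 1, 3 members were higher in resistant cells (BMPR1A, BMP8B and NOG) and 1 was lower (ID4), and in clone 2, 7 were higher (BMPR1A, BMP2, TGFB2, THBS3, TNF, SMAD3 and INHBE) and no member had a log2 fold change under -1. The counts were the same when adjusted over the list alone. BMPR1A was the gene that passed in both clones. With a mean normalized count of at least 50 required, a setting chosen after seeing the data, 2 members were higher and 0 lower in clone 1, 4 were higher in clone 2, and no member passed in both, because BMPR1A is under that minimum. Most genes that passed lay outside the list, as its size implies, with 68 of 15612 genes in clone 1 and 71 of 16848 in clone 2. Whether its share of calls differs from that of all genes was not tested. Across all genes of the authors' deposited tables, with adjusted p recomputed, 317 were higher and 258 lower in clone 1, and 828 were higher and 339 lower in clone 2. Without the fold minimum the counts were 2675 and 2801 in clone 1 and 3846 and 3851 in clone 2. By a rule fixed before the data were examined, the 4 genes most increased in clone 1 were EMC10 at 5.51 (standard error 0.19), SOHLH2 at 4.62 (standard error 0.17), CCDC169-SOHLH2 at 4.61 (standard error 0.17) and POSTN at 4.44 (standard error 0.21) in the authors' deposited tables. Their mean normalized counts in clone 2 were only 1.28, 6.74, 6.40 and 5.08 in the authors' deposited table, where POSTN was also higher (1.00, standard error 0.30, adjusted p = 0.00271) and the other 3 were not called. Next came RGS1, a regulator of G protein signaling, at 3.77 (standard error 0.20), and JCHAIN, the joining chain of secreted IgM and IgA, at 3.57 (standard error 0.09) on the log2 scale in the authors' deposited tables. Both also rose in clone 2, by 3.38 (standard error 0.22) and 1.26 (standard error 0.10) in the authors' deposited tables. The rule gave for clone 2, among others, NRCAM, a neuronal adhesion protein, at 5.62 (standard error 0.23), against 2.05 in clone 1, in the authors' deposited tables, and also the actin-binding protein CNN2 at 4.56 (standard error 0.22) and LGALS1, which encodes galectin-1, at 4.97 (standard error 0.16), against 2.97 and 1.70 in clone 1 in the authors' deposited tables. Among the most decreased genes were PODXL2, a podocalyxin-like protein, at -1.38 (standard error 0.10) and -5.69 (standard error 0.21), ELFN2, a neuronal membrane protein, at -4.10 (standard error 0.13) and -2.60 (standard error 0.09) and TNS3, a tensin of focal adhesions, at -3.19 (standard error 0.17) and -5.34 (standard error 0.16) in clones 1 and 2 in the authors' deposited tables. NLRP2, an inflammasome-related protein, fell in clone 1 (-3.71, standard error 0.19) and rose in clone 2 (5.73, standard error 0.23) in the authors' deposited tables, and the difference of 9.43 had an adjusted p of 6.94e-218. A check on simulated statistics with 200 changed genes found all 200 at a log2 change of 1.5 in clone 1 and 197 in clone 2, at an adjusted p under 0.05. The largest deposited standard errors are 0.24 and 0.32, so a change of that size passes at almost any count. Deposited changes of weakly expressed genes are drawn toward 0, so the check overstates what can be found among them.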

**Figure 2:**
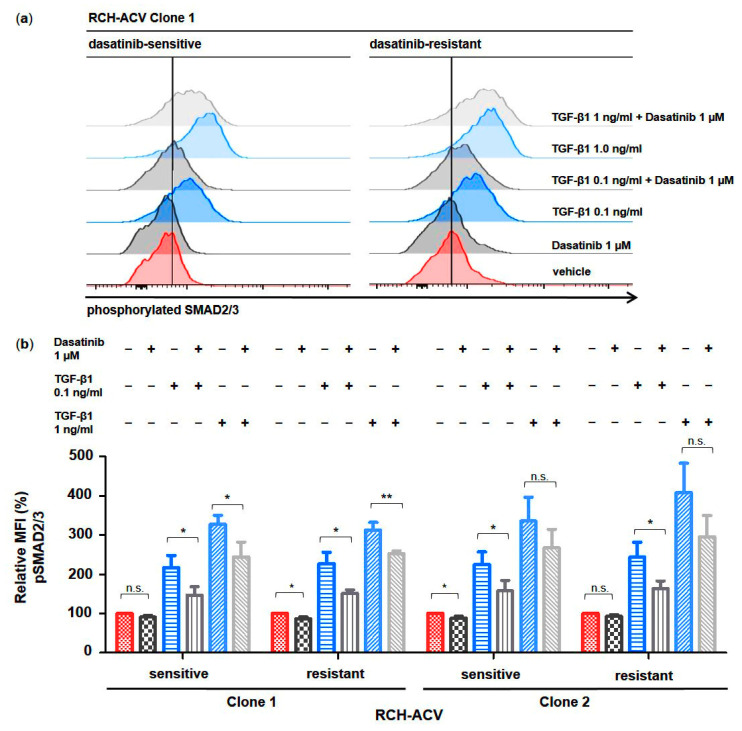
Dasatinib partially blocks TGF-β1-induced phosphorylation of SMAD2/3 in human E2A-PBX1^+^ ALL cells. Phospho-specific intracellular flow cytometry assay in dasatinib-sensitive and -resistant RCH-ACV cells after treatment for 30 min with vehicle, dasatinib or TGF-β1 alone and in combination. (**a**) Histograms of clone 1 (representative of three independent experiments) show phosphorylation state of SMAD2/3 proteins. (**b**) Bar graphs represent median fluorescence intensity (MFI) values expressed as relative to vehicle-treated cells. Statistical analysis by Student’s *t*-test. Data represent the mean of three independent experiments, with error bars indicating ± standard deviation (SD). Differences between mean were considered significant at *: *p* < 0.05; **: *p* < 0.01; n.s.: not significant.

**Figure 3:**
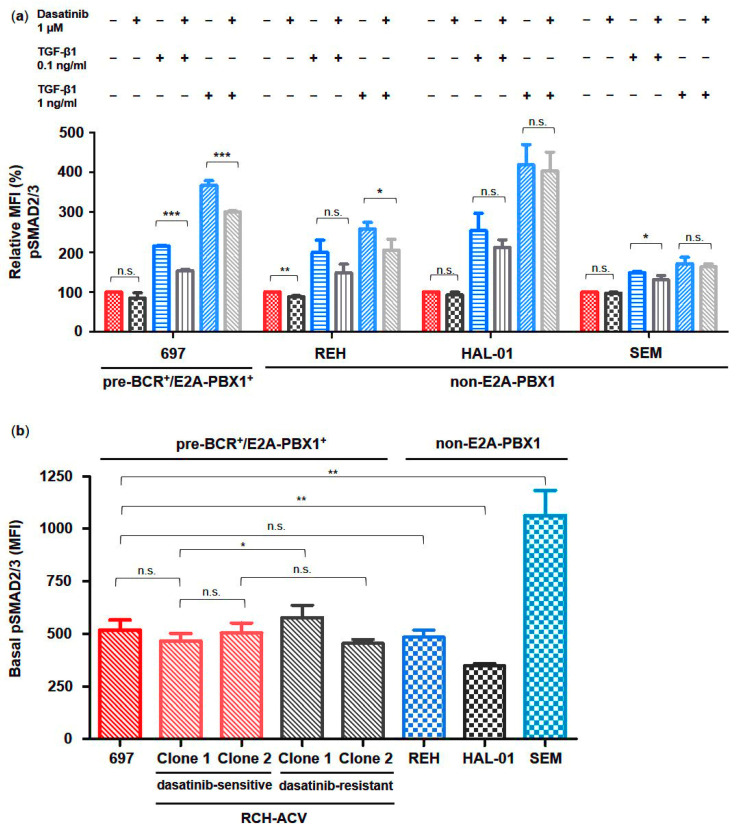
TGF-β signaling activation via phosphorylation of SMAD2/3 is heterogeneous in human BCP-ALL cells. Phospho-specific intracellular flow cytometry assay in dasatinib-sensitive and -resistant RCH-ACV cells after treatment for 30 min with vehicle, dasatinib or TGF-β1 alone and in combination. (**a**) Bar graphs represent median fluorescence intensity (MFI) values expressed as relative to vehicle-treated cells. (**b**) Bar graphs represent basal phosphorylation levels of SMAD2/3 proteins in human pre-BCR^+^/E2A-PBX1^+^ as well as non-E2A-PBX1 BCP-ALL cell lines, which are depicted according to their sensitivity to dasatinib, respectively. Statistical analysis by Student’s *t*-test. Data represent the mean of three independent experiments, with error bars indicating ± standard deviation (SD). Differences between mean were considered significant at *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001; n.s.: not significant.

**Figure 4:**
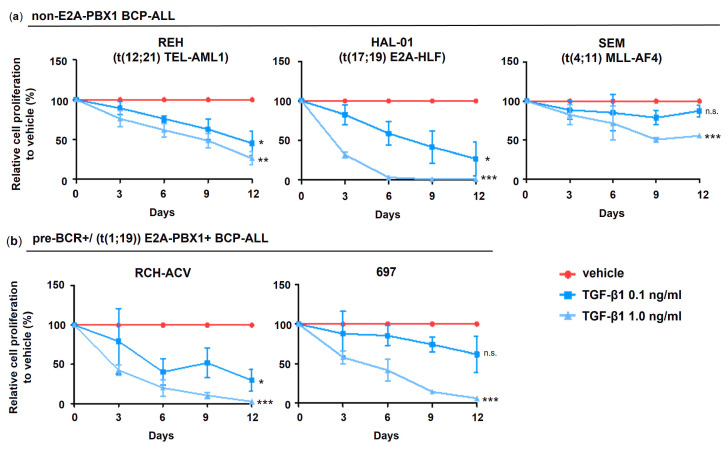
TGF-β1 inhibits cell proliferation in human BCP-ALL cells. Cell number was assessed every 3 days by trypan blue exclusion assay. (**a**) Pre-BCR^+^/E2A-PBX1^+^ and (**b**) non-E2A-PBX1 ALL cells. Cell proliferation is expressed as relative to vehicle-treated cells calculated from accumulative data. Data represent the mean and ±SD of three independent experiments. Statistical analysis by Student’s *t*-test (*: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001; n.s.: not significant). Pre-BCR: pre-B cell receptor; B-ALL: B acute lymphoblastic leukemia.

**Figure 5:**
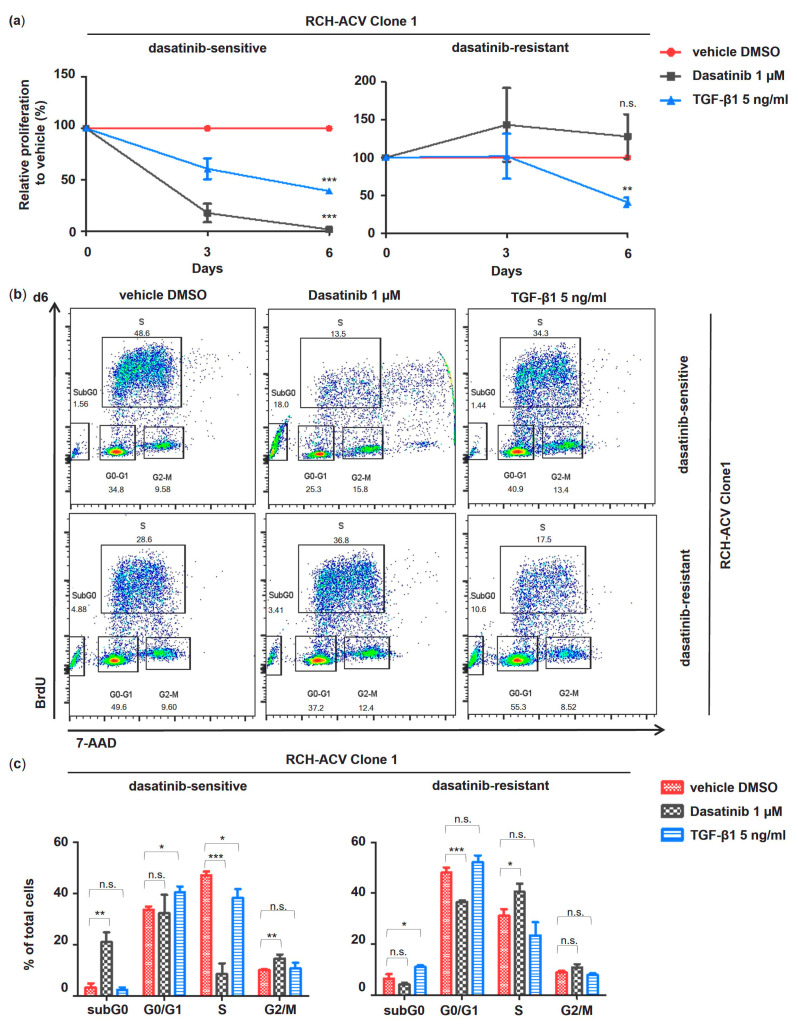
TGF-β1 inhibits cell proliferation in E2A-PBX1^+^ dasatinib-sensitive and -resistant RCH-ACV cells. Comparative pharmacological long-term treatment in E2A-PBX1^+^ dasatinib-sensitive and -resistant RCH-ACV clone 1 over 6 days with vehicle, dasatinib and TGF-β1. The concentration of TGF-β1 was optimized to detect an effect in cell cycle and apoptosis analysis. Cell proliferation was markedly reduced at concentrations of 0.5 and 1.0 ng/mL; however, correlating changes in cell cycle or apoptosis assays were detected at 5.0 and 10.0 ng/mL by flow cytometry. Further experiments were performed with TGF-β1 5.0 ng/mL. (**a**) Cell proliferation is expressed as relative to vehicle-treated cells calculated from accumulative data. (**b**) Flow cytometry plots of cell cycle analysis at day 6 representative of three independent experiments. BrdU: bromodeoxyuridine; 7-AAD: 7-aminoactinomycin D. (**c**) Bar graphs represent quantification of cell cycle analysis at day 6. Data are shown as mean of three independent experiments, with error bars indicating ± SD. Statistical analysis by Student’s *t*-test (*: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001; n.s.: not significant).

**Figure 6:**
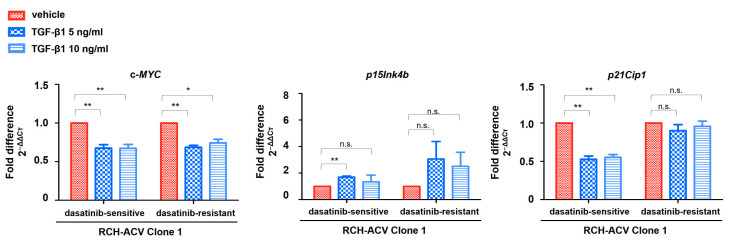
Expression of TGFβ target genes involved in cell cycle arrest suggests differential regulation in dasatinib-sensitive and -resistant RCH-ACV cells. Gene expression analysis following 6 days of treatment with vehicle or TGF-β1. The concentrations of dasatinib and TGF-β1 were optimized to detect an effect on gene expression. Gene expression was analyzed using RT-qPCR. GAPDH was used as housekeeping gene. Mean CT values were normalized to GAPDH and expressed as fold difference in expression (2^−ΔΔCT^) relative to vehicle-treated cells. Bars represent the mean of three independent experiments, with error bars indicating ± SD. Statistical analysis by Student’s *t*-test (*: *p* < 0.05; **: *p* < 0.01; n.s.: not significant).

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers15174328/s1: Figure S1: gene expression of TGFβ pathway member *BMP2* was validated using RT-qPCR. Figure S2: dasatinib-sensitive RCH-ACV cells compared to resistant cells show a reduced frequency of cell cycles per day in the presence of dasatinib. Figure S3: comparative pharmacological long-term treatment and cell cycle analysis in dasatinib-sensitive and -resistant RCH-ACV clone 2. Figure S4: annexinV/PI Apoptosis assay in dasatinib-sensitive and -resistant RCH-ACV cells. Table S1: primer pairs used in gene expression studies. File S1: Original western blots.

How the deposited data were processed for this re-analysis (not part of the article)

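RNA-seq of RCH-ACV cells, an established B-cell precursor ALL line, covered 12 libraries in 4 groups: dasatinib-sensitive and dasatinib-resistant sublines of 2 clones, with 3 libraries each. The conditions were mapped from the sample labels and from the paper before the data were examined. The gene lists, the thresholds, the rule for naming genes and tests for values per library were also written then. Resistant cells were kept in dasatinib at up to 1 µM and sensitive cells in 0.1% DMSO. The replicates were RNA isolations at separate time points of a subline. The clones were sequenced as separate sets.

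The authors made the values. RNA was isolated with a column kit and stranded mRNA libraries were prepared. The submitters' processing notes name BWA (0.6.2-r126 and 0.7.7-r441), SAMtools, Picard 1.107, bedtools 2.19.0, FastQC 0.10.1, DESeq2 and hg19 without roles. BWA does not by itself align reads across introns, and how the authors handled such reads, the gene annotation, the counter and its strand setting are not given in the sources used here. Antisense and overlapping genes, and paralogs such as BMP8A and BMP8B, are therefore uncertain. Each of the 2 deposited tables holds one comparison of resistant with sensitive cells. Its first column is a signal, the mean over the 6 libraries of a clone of the counts that the authors divided by size factors. The authors' deposited log2 fold changes and their standard errors, also on the log2 scale, had been moderated toward 0, the form that older versions of DESeq2 give: the largest standard error is 0.24 in clone 1 and 0.32 in clone 2. For 17.7% of the genes in clone 1 and 17.6% in clone 2 the standard error is smaller than counting error alone would allow for unmoderated values, so the intervals of weakly expressed genes are too narrow around values that are too small. The deposited Wald statistic, a score, equals the log2 fold change divided by its standard error. The deposited p-value equals the two-sided normal tail of that score. The deposited adjusted p-value followed Benjamini-Hochberg over the table within 1.04% in clone 1 and 1.05% in clone 2. The exceptions were the entries where the p-value was stored as 0 (2 and 18 genes), which look typed in, 1 of them as 303. How these entries arose was not tested. Excel-style dates had replaced 21 gene symbols in clone 1 and 22 in clone 2, and these stayed in the tables without being renamed. In each table 2 genes shared a symbol and were left out of the lists.

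The design written before the data were examined was for counts per library. Its fallback for comparison statistics alone was to describe the values without an own test. The set tests and the test of the clone difference were adapted to the deposited statistics afterwards. Because only the authors' comparison statistics were used, no model was fitted to libraries, and no SD, permutation of labels, replicate block, leave-one-out value or joint model of both clones was computed. The depth of each library is unknown. The mean normalized counts that the authors deposited sum to 19108037 in clone 1 and 24561485 in clone 2, with a median per gene of 406 and 442. What was computed here is the following. Adjusted p-values were recomputed from the Wald statistics over all genes of a table (15612 and 16848), with a call at an adjusted p under 0.05 and a log2 fold change beyond 1, the thresholds of the legend of Figure 1c, and also without the fold minimum. Intervals at 95% came from the standard errors. The clones were compared gene by gene over 15582 shared genes through the difference of the log2 fold changes and the combined standard error. Overlaps of calls were tested with a one-sided Fisher's exact test.

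Gene sets were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald statistics (two-sided, preset inter-gene correlation of 0.01), with Benjamini-Hochberg over the 26 lists of a comparison. GSEA with permuted genes was run with fgsea 1.28.0 (10000 permutations) on the Wald statistic and on the log2 fold change in place of the signal-to-noise ratio, which needs values per library. These rankings, the ranks of the Wald statistic, a preset correlation of 0.05, a mean normalized count of at least 50, median centring of the log2 fold changes and the sum of both clones' statistics were chosen after seeing the data. The KEGG TGFβ signaling list was written from memory of the older KEGG release and may differ from the authors' version. Of the other 25 lists, 1 is counted in the adjustment and in the totals but its results are not given here, and the others are named with their results. Of their members, 3 were matched through an older symbol. Of 653 distinct genes in the lists, 577 had values.

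Named genes followed a fixed rule: genes of the paper's RNA-seq and RT-qPCR panels, the 10 higher and 10 lower genes with the largest change per clone among those with at least 50 counts, up to 4 members per list with the smallest adjusted p, and the 5 genes with the smallest adjusted p for the clone difference. The minimum was applied to the mean count of the higher group, estimated from the mean count and the log2 fold change that the authors deposited, and the part of the rule that asks for no overlap between libraries was not checked. CDKN2B, named in the paper, has no value here. Genes named outside the rule are marked as picked after their values were seen.

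For gene order, symbols were matched to GENCODE 29 (94.6% of genes), whose build differs from that of the tables, so no coordinates are given. Windows of 40 consecutive genes with mean normalized counts of at least 100 were compared with 1000 shuffled gene orders. Random lists (10000) were matched on mean count, transcript length and GC content, drawing from the 50 nearest genes of each member. Neighbors of single genes were the 5 genes on each side, and a median beyond 0.5 in the same direction counted as moving along. These steps were also chosen after seeing the data.

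The gene calls were tested on simulated data in each comparison, and the set test and the scan of gene order in clone 2. The GSEA, the overlap, the matched random lists and the test of neighbors were not. With 200 genes changed by 0.5 on the log2 scale, 139 were found in clone 1, 126 in clone 2 and 115 for the clone difference, and with a change of 1.5 the numbers were 200, 197 and 190. False calls numbered 3, 7 and 2 at the smaller change and 14, 11 and 7 at the larger one. These numbers overstate what can be found among weakly expressed genes, whose deposited changes are drawn toward 0. The set test called 9 of 1000 unchanged lists and 48 of 50 moved lists, and the scan found 20 of 20 moved regions. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.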

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

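The gene lists were set before the data were examined, together with tests of lists and of the clone difference for values per library. For comparison statistics alone, the plan was to describe the values without an own test. The set tests and the test of the clone difference used here were adapted to the deposited statistics afterwards. The other rankings, the larger correlation, the mean count minimum, the scan of gene order, the matched random lists, the test of neighboring genes and the other tests that weigh explanations were chosen after the results were seen.

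The effect of resistance differed between the clones for 597 genes that were higher and 342 that were lower in clone 2 minus clone 1 (adjusted p under 0.05 and a log2 difference beyond 1, of 15582 genes). With a mean count of at least 50 these fell to 343 and 198. Among genes of the paper, the log2 difference was 1.04 for SMAD3, 1.63 for BMP2, 1.17 for THBS3 and 1.74 for TGFB2, whose counts in clone 1 are too few to rest a difference on. Among the 5 genes with the smallest adjusted p were the gap junction gene GJA1 at 3.38, FGFR1 at 2.52, the granzyme GZMA at 4.56 and CSMD1 at -4.08. In the authors' deposited tables FGFR1 fell in clone 1 (-0.89) and rose in clone 2 (1.63), while CSMD1 rose in clone 1 (0.95) and fell in clone 2 (-3.13). Gene lists that differed between clones by the set test, higher in clone 2, were the TGFβ and SMAD response (adjusted p = 4.36e-05), dasatinib target kinases (0.0047), CDK inhibitors and the RB family (0.046), MAPK feedback genes (6.20e-08), the NF-κB and TNF response (0.0040) and T and NK cell markers (1.55e-05). Lists that were lower in clone 2 than in clone 1 by the same test were S phase genes (adjusted p = 0.0104), G2 and mitosis genes (1.73e-04), MYC targets (0.0069) and cholesterol synthesis (3.04e-04). The T and NK cell result rests on 4 genes shared by the tables, of which GZMA is 1, and was lost by ranks (adjusted p = 0.323). By ranks and with a preset correlation of 0.05, dasatinib target kinases were not called (0.122 and 0.0801). CDK inhibitors were called under none of the 4 other settings (0.0666 by log2 fold change, 0.323 by ranks, 0.148 with the larger correlation and 0.171 with the mean count minimum). Ranking by log2 fold change called none of the 4 lists lower in clone 2 (S phase 0.292, G2 and mitosis 0.0828, MYC targets 0.292 and cholesterol synthesis 0.0666), and the larger correlation lost S phase genes (0.120) and MYC targets (0.101). The TGFβ and SMAD response, MAPK feedback and NF-κB lists passed under each of these settings, with a largest adjusted p of 0.0124, 0.0032 and 0.0391.

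Of the 26 lists, 6 were called in the same direction in both clones by the set test on the Wald statistic. In clone 1 the adjusted p was 1.30e-20 for S phase genes, 6.61e-08 for G2 and mitosis genes, 3.57e-05 for MYC targets, 0.0045 for the ATF4 stress response, 0.0095 for MAPK feedback genes and 0.0040 for the PI3K, AKT and FOXO axis. In clone 2 the adjusted p of the set test was 1.36e-25 for S phase genes, 1.65e-18 for G2 and mitosis genes, 2.16e-10 for MYC targets and 8.56e-04 for the ATF4 stress response, all lower in resistant cells. It was 2.54e-12 for MAPK feedback genes and 0.0182 for the PI3K, AKT and FOXO axis, both higher in resistant cells. The calls for the PI3K list were lost by ranks (adjusted p = 0.0777 and 0.189) and with a preset correlation of 0.05 (0.0575 and 0.132) in both clones, and in clone 2 also by log2 fold change (0.0531). The ATF4 list lost both calls by log2 fold change (0.277 and 0.164), and in clone 1 also by ranks (0.0587) and with the larger correlation (0.0575). The MAPK call of clone 1 was lost by ranks (0.237) and with the larger correlation (0.0657). Clustered protocadherins, cell adhesion genes that stand side by side on chromosome 5, were higher in resistant cells, with a median log2 fold change of 1.15 in clone 2 (25 of 34 higher) and 0.49 in clone 1 (23 of 29 higher) in the authors' deposited tables, and none was lower at an adjusted p under 0.05. This family is outside the 26 lists, was picked after its values were seen and had no set test. Its members share exons, so their values are not independent.

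Cell cycle genes were lower in resistant cells of both clones. Of 74 genes of the S phase and the G2 and mitosis lists, 71 lay below 0 in clone 1 and 74 in clone 2, with a median log2 fold change of -0.33 and -0.49 in the authors' deposited tables. Against an effect of expression level, transcript length or GC content, the lowest of 10000 matched random lists reached -0.15 in clone 1, so these properties do not account for it. A shift of all genes by the authors' normalization moves those lists alike and does not account for the distance of -0.29 from their median in clone 1. Slower growth of the resistant cells, which the paper describes, and dasatinib in their medium cannot be told apart as explanations, since the 62 genes called lower in both clones (0 higher) only restate the pattern and 0 resistant libraries were grown without the drug.

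Genes of the long arm of chromosome 16 were lower in resistant cells, with a median log2 fold change of -0.59 in clone 2 and -0.26 in clone 1 in the authors' deposited tables. Expression level, transcript length or GC content did not give such a value, since the lowest matched random list reached -0.0851 in clone 2, and a chance order of genes gave window medians of at most 0.35 in size, against a lowest window of -0.66. On the long arm 89.3% of 233 genes lay below 0 in clone 2 and 83.9% of 224 in clone 1, while on the short arm 47.3% and 42.9% did. A candidate explanation, as a hypothesis, is a change in the copy number of the arm between sublines, a loss in resistant or a gain in sensitive cells, which these data do not separate and which no DNA measurement here tests. A similar part of chromosome 8, from its first gene to EIF4EBP1, had a median of 0.48 in clone 2 (12% of 100 genes below 0) and 0.11 in clone 1, and -0.01 in clone 2 past that gene, in the authors' deposited tables.

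Single genes changed by more than 3 on the log2 scale, at a mean of at least 50 normalized counts in the higher group (estimated from the deposited mean and fold change), numbered 27 in clone 1 (12 higher and 15 lower) and 78 in clone 2 (52 higher and 26 lower). A change of a broad surrounding region does not account for most of them, since the median of the neighbors moved along for only 2 of 101 changes. A change limited to a few adjacent genes need not move a median over 5 genes on each side, so it was not tested. BIVM and KDELC1, both on chromosome 13, fell together in clone 1 (-3.93 and -3.63) and in clone 2 (-4.62 and -4.34) in the authors' deposited tables. Such pairs were counted as separate changes. For GZMA in clone 2 (lower 95% bound 4.67), an admixture of T or NK cells was weighed with the other 7 markers of these cells. The best counted rose far less, with NKG7 at 0.51 (95% interval 0.24 to 0.78, adjusted p = 6.85e-04) and NCAM1 at 0.12 (standard error 0.12). These values argue against such cells as the main source of GZMA. PRF1 also rose (1.04, adjusted p = 8.35e-04), at a mean count of 27.05, where its upper bound of 1.60 may be too low. Of the 17 markers in the list, only 8 had values in clone 2, GZMA among them. Since 4 of the other 7 had under 10 counts, their fold changes set no limit, and a small admixture stays open. In clone 1, GZMA had a mean normalized count of 730.6 and a log2 fold change of only 0.34 (standard error 0.08) in the authors' deposited table. Its transcripts were thus not confined to resistant cells of clone 2. Dasatinib resistance shared by both clones remains open as an explanation, since 65.7% of the 99 genes listed in both tables were called in the same direction and 9 genes in opposite directions. The clone difference passed its own test for 94 of these 99 genes, but choosing genes by a large change in either clone favors such a difference. That count therefore decides nothing about a shared cause.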

How the results depend on the processing

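No paired analysis was possible because the values are the authors' comparison statistics, with no value per library; leave-one-out, other size factors, other pseudocounts, the per-library filters, fry, an estimated correlation, signal-to-noise GSEA and the joint model of both clones were not run for the same reason. The settings other than no fold minimum, the deposited adjusted p and the list without the 5 named members were chosen after seeing the data. Without the fold minimum, 2675 genes were higher and 2801 lower in clone 1, 3846 and 3851 in clone 2, and 2002 and 1884 for the clone difference. The overlap of calls then rose to 1656 higher and 1800 lower genes, and the calls in the KEGG TGFβ list to 18 and 14 in clone 1 and 21 and 14 in clone 2. These increases follow from the looser threshold. With a mean count of at least 50, which tests fewer genes, the lower calls fell to 223 in clone 2, the clone difference to 343 higher and 198 lower genes, and the calls in the KEGG list to 4 higher in clone 2 and 0 lower in clone 1. The KEGG set test passed 0.05 only in GSEA ranked by log2 fold change, with gene permutation p = 0.0125 in clone 2 and 0.0048 for both clones. Of the lists higher in clone 1, 5 by the Wald statistic, 3 passed when ranked by log2 fold change, 1 by ranks and 2 with a preset correlation of 0.05. The direction of glycolysis turned in clone 1 by ranks (adjusted p = 0.984) and in clone 2 by log2 fold change (0.693) and with the mean count minimum (0.976). It also turned for housekeeping genes in clone 1 (0.733) and drug transporters in clone 2 (0.661) by log2 fold change, and for myeloid markers with the mean count minimum (0.493 in clone 1 and 0.200 in clone 2). The cause was not tested for these. Over 50 list results in both clones, 166 of 200 values kept their direction and side of the threshold, 23 no longer passed and 4 newly passed. All 301 values of 108 single-gene results, one per gene and clone, kept both under the mean count minimum, median centring and the deposited adjusted p. Genes under the minimum have no value there. These settings could hardly change the single-gene results, so they do not test how robust those are. Centring subtracts only 0.0030 in clone 1 and 0.0105 in clone 2, and the minimum leaves the log2 fold changes as deposited. The deposited adjusted p differs by at most 1.04% and 1.05% outside the entries with p stored as 0. Low counts limit TGFB2, BMPR1A, INHBE and ID4, with mean normalized counts under 30 in the authors' deposited tables.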

Differences from the paper's values

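The normalized enrichment score of the KEGG TGFβ list is about 1.8 in the paper's Figure 1b, read by eye, and was 1.20 (p = 0.163) here for both clones with permuted genes and the Wald statistic as ranking. With the log2 fold change as ranking, chosen after seeing the values, it was 1.62 (p = 0.0048), still below the paper's value. The paper's ranking by values per library was not repeated, its version of the list may differ, and no alternative set before the data were examined gives a score. Figure 1d shows RPKM per group, and the log2 ratios of its bars, read by eye, are the paper's values in what follows. For BMPR1A they are about 4.4 in clone 1 and about 3.5 in clone 2, against 1.89 and 2.22 in the authors' deposited tables. For TGFB2 they are about 0.85 in clone 1 and about 3.9 in clone 2, against 0.12 and 1.87 in the authors' deposited tables. The tick labels on the axis of the TGFB2 panel are not evenly spaced, so these readings are uncertain. The deposited values are moderated toward 0 and those of the bars are not, so the scales differ for these weakly expressed genes, and no alternative set before the data were examined changes the deposited fold changes. For SMAD3 and BMP2 the bars and the tables gave values within the standard error. Figure 1c colors SMAD3 as upregulated in clone 1, where its log2 fold change of 0.33 in the authors' deposited table is under the fold minimum of the legend; it passes without that minimum, an alternative set before the data were examined.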

Other observations

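The lists in this part were fixed before the data were examined, and the overlap of calls was planned. The other rankings, the larger correlation and the comparison of lists without members on chromosomes 16 and 8 were chosen after seeing the data.

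Replication and growth genes fell together in resistant cells of both clones. Of 36 S phase genes, 35 were lower in clone 1 and 36 in clone 2, and of 38 G2 and mitosis genes, 27 and 37 were lower, with none higher in either clone at an adjusted p under 0.05 (35 and 36, and 27 and 38, adjusted over the list alone). The replicative helicase subunit MCM4 had log2 fold changes of -0.47 (standard error 0.04) and -0.70 (standard error 0.04), and cyclin B1 (CCNB1) -1.29 (standard error 0.07) and -0.60 (standard error 0.05) in the authors' deposited tables. CDT1 and GINS2 lie on the long arm of chromosome 16. Without them, 33 of 34 S phase genes were still lower in both clones. Of 36 MYC targets, most of them nucleolar and ribosome assembly genes, 22 were lower in clone 1 and 31 in clone 2 (22 and 31 adjusted over the list alone), while MYC itself gave -0.23 (adjusted p = 2.25e-07) and -0.03 (adjusted p = 0.528) in the authors' deposited tables. TERT, the catalytic subunit of telomerase, fell by 0.66 and 0.96 in the authors' deposited tables. Among CDK inhibitors and the RB family, the set test gave an adjusted p of 0.516 in clone 1 and 0.0036 in clone 2, where ranks gave 0.345. Its members BTG2 (0.74 and 1.94) and CCNG2 (0.70 and 1.15), both antiproliferative genes, rose in both clones and cyclin D3 (CCND3) fell (-0.90 and -0.15) in the authors' deposited tables.

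B-cell genes moved toward both sides. The enzyme of N-nucleotide addition DNTT fell (-2.00, standard error 0.05, and -1.15, standard error 0.04), as did ERG (-1.75 and -0.90), while CD20 (MS4A1), which appears later in B-cell development, rose (2.81, standard error 0.09, and 2.57, standard error 0.07) in the authors' deposited tables. The list of B-cell precursor identity was lower in clone 1 (adjusted p = 0.0015; 16 of 30 lower, 6 higher) and not called in clone 2 (0.276; 14 lower, 11 higher). Mature B and plasma cell markers were higher in clone 1 (adjusted p = 4.70e-05), a call that ranks did not keep (adjusted p = 0.232). In clone 2 they were not called (adjusted p = 0.0863) but passed, higher, by log2 fold change (adjusted p = 0.0048). XBP1 and IRF4, regulators of plasma cells, fell in both clones (-0.70 and -0.89, and -0.49 and -1.07) in the authors' deposited tables. Among pre-BCR genes (adjusted p = 0.0228 in clone 1, higher, but 0.0521 by log2 fold change, 0.645 by ranks and 0.133 with a preset correlation of 0.05, and 0.452 in clone 2), 11 of 29 were higher and 8 lower in clone 1 and 16 and 10 in clone 2. FCRLA rose (2.85 and 1.02), while the adaptor BLNK (-0.72 and -1.15) and PLCG2 (-0.57 and -1.50, on the long arm of chromosome 16) fell in both clones in the authors' deposited tables. MHC class II genes gave an adjusted p of 0.0128 in clone 1 (0.0575 with a preset correlation of 0.05) and 0.0551 in clone 2, both lower, with HLA-DRA at -0.40 and -1.05 in the authors' deposited tables.

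MAPK feedback genes were higher in clone 1 (adjusted p = 0.0095; 10 of 24 higher, 4 lower), a call lost by ranks (0.237) and with a preset correlation of 0.05 (0.0657), and in clone 2 (2.54e-12; 15 of 25 higher, 3 lower). DUSP1 rose by 0.68 and 1.83 and JUN by 0.50 and 2.82, while DUSP6, a phosphatase of the pathway, gave -0.09 (adjusted p = 0.368) and 1.66 (adjusted p = 5.66e-133) in the authors' deposited tables. In the PI3K, AKT and FOXO list (adjusted p = 0.0040 and 0.0182, not kept by ranks at 0.0777 and 0.189), SESN3 rose by 2.60 and 2.70 in the authors' deposited tables. Dasatinib target kinases were not called in clone 1 (adjusted p = 0.781) and higher in clone 2 (0.0182, but 0.139 by log2 fold change, 0.0910 by ranks and 0.132 with a preset correlation of 0.05), where FYN rose by 1.09 and YES1 by 1.66 in the authors' deposited table. The NF-κB and TNF response gave 0.0937 and 1.44e-04, with CD44 at 0.98 and 2.44 in the authors' deposited tables, and the BCL2 family 0.0810 and 0.0104 (0.113 in clone 2 by log2 fold change), with the apoptosis activator BMF at 1.81 and 1.94 in the authors' deposited tables. The ATF4 stress response was lower in both clones (adjusted p = 0.0045 and 8.56e-04; 0.277 and 0.164 by log2 fold change), led by the amino acid transporter subunits SLC7A5 (-0.89 and -1.36, on the long arm of chromosome 16) and SLC3A2 (-0.93 and -0.89) in the authors' deposited tables, while DDIT4, an inhibitor of mTORC1, rose (1.76 and 1.60) in the authors' deposited tables. Cholesterol synthesis was higher in clone 1 (0.0040, but 0.0900 by log2 fold change) and gave 0.342 in clone 2.

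Other lists were not called in either clone by the set test on the Wald statistic. The adjusted p was 0.311 in clone 1 and 0.145 in clone 2 for the type I interferon response, 0.718 and 0.969 for glycolysis, 0.821 and 0.452 for drug transporters, 0.931 and 0.535 for housekeeping genes, 0.821 and 0.801 for myeloid markers, 0.821 and 0.794 for erythroid and megakaryocyte markers and 0.0886 and 0.145 for stromal and epithelial markers. Under other settings the type I interferon response passed in clone 2 by ranks (adjusted p = 0.0326). Stromal and epithelial markers passed in clone 1 with the mean count minimum (adjusted p = 0.0114). T and NK cell markers gave 0.262 in clone 1 and 0.0022 in clone 2 on the Wald statistic.

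The clones, which have sensitive libraries of their own, shared more calls than independent lists would. Of 15582 genes in both tables, 171 were higher in both at the thresholds of Figure 1c, where independent lists of 316 and 809 genes share 16.4 (one-sided Fisher's exact test, p = 9.22e-138). For lower genes 73 were shared by lists of 257 and 334, against 5.51 (same exact test, p = 3.55e-62). Genes called in opposite directions numbered 14 that were higher and 34 that were lower in clone 1. How many opposite calls independent lists would give was not computed, so these counts were not tested. Across genes, which are not independent replicates, the log2 fold changes of the clones had a Pearson r of 0.444 and a Spearman rho of 0.494, and 69.5% of genes had the same sign.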
